A study of Mus musculus with 4 samples. Its data were reported in "Dynamic enhancers control skeletal muscle identity and reprogramming" (2019).

How the data were processed

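Open chromatin was profiled by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into accessible DNA, in 4 wild-type C57BL/6 mouse muscles. These were the extensor digitorum longus (EDL) and quadriceps (Quad), which are mostly fast and glycolytic, the soleus (Sol), which is slow and oxidative, and the diaphragm (Dia), a trunk muscle that works continuously. For each muscle 1 library was analysed here, and the labels describe each library as pooled. The paper's legends give more than 1 sample for some groups, so a pooled list may combine replicates. How many each list combines is not known.

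The authors pulverised frozen muscle, isolated and transposed nuclei, and sequenced 42-bp read pairs. Reads were aligned to mm10 with Bowtie2 2.2.6 at its default settings. HOMER kept at most 1 tag per start position, called peaks in each library separately with its fixed-width mode for transcription factors, and annotated each peak to the nearest transcription start site (TSS). Promoters ran from 1 kb upstream to 100 bp downstream of a TSS in that annotation. The Tn5 offset of the read ends was not stated, and neither was a removal of mitochondrial or repeat-derived reads. Default Bowtie2 settings place a read with several equally good positions at one of them, so peaks in repeats can hold reads from elsewhere.

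The deposited lists give each peak's position, its score, its annotation and its distance to the nearest TSS. The score is the authors' own signal per peak, a tag count that HOMER scales by library size. It was used here to describe, rank or filter peaks within a list. Across lists it served to infer tags and relative depth, to correlate ranks at shared regions, and to set common limits for counting peaks. Peaks were 208 bp wide in EDL, 188 bp in Quad, 206 bp in Sol and 232 bp in Dia, measured as end minus start. Because width and threshold were set separately in each library, the lists differ in both. A peak missing from a list means only that none was called at that position. Its signal may lie below that library's threshold, or a called peak may be centred nearby.

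Read totals were not used here. Relative depth was inferred from the scores: below a score of 10, which covers between 69.0% and 74.9% of the peaks of a list, at least 98.7% of the scores were whole multiples of one step, the worth of 1 tag. If scores are scaled to 10 M tags, as is HOMER's default, the steps give 104 M tags for EDL, 78.1 M for Quad, 105 M for Sol and 99.3 M for Dia (M, mega). The lowest-scored peak then held 34 tags in EDL, 25 in Quad, 32 in Sol and 36 in Dia.

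The reference was GRCm38.p6, the assembly behind mm10. All peaks on assembled chromosomes ended inside the chromosome. The TSS implied by the authors' distance lay within 100 bp of the RefSeq start of the same transcript for 97.8% to 98.2% of the peaks whose transcript was found there. Gene positions were taken from GENCODE vM21 and sequences from the RefSeq FASTA. All coordinates are 1-based.

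Peaks of different lists were joined into merged regions when they overlapped by at least 1 bp. A region was counted as open in a muscle when it held a peak of that list. Promoter, intragenic and intergenic classes followed the authors' annotation column. Shares carry 95% Wilson intervals, and differences of shares carry Newcombe intervals. These intervals and those of the correlations, from Fisher's z, cover counting error only. A single list per muscle was analysed here, without separate replicates, so no p-value between muscles was computed, and every difference describes these libraries. The chance level of sharing came from 100 circular shifts of one list along the chromosomes. Spearman's rho was computed across the regions shared by a pair, with the best-scored peak of each list in a region. Peaks are not independent replicates.

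Peaks per gene were counted by the authors' nearest gene. Lists of 20 fast-fibre and 20 slow-fibre genes were compared with 10000 random pairs of lists, each gene replaced by one of at least 100 genes with the nearest mean number of peaks over the 4 lists. The slow-fibre list was broader than type I fibres. It also held Myh2, the type IIa myosin that the paper counts as an oxidative fibre component, and metabolic regulators such as Ppargc1a. Its contrasts thus describe slow and oxidative genes together. A contrast was called outside the random range below percentile 2.5 or above percentile 97.5. Motifs were searched on both strands in Quad peaks without a Sol peak and Sol peaks without a Quad peak, on assembled chromosomes: MEF2 (CTAWWWWTAG or CTAWWWWTAA), the oestrogen-related receptor ERR (TCAAGGTCA), a nuclear receptor (NR) monomer site (AAGGTCA), NFAT (TGGAAA) and AP-1 (TGASTCA), with W for A or T and S for C or G. Sequences of the same width 2 kb downstream served as background. A further motif searched is not reported here.

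The text names genes by a rule fixed before the data were examined, as were the gene lists, motifs and most alternative settings. It covers the genes the study displays, the members of the lists, the 3 highest-scored peaks of each muscle found in no other list on autosomes or X, and the 5 genes with the largest difference in peak number in each direction between Quad and Sol. The settings fixed beforehand were the 20000 highest-scored peaks of each list, the upper 50% of each list by score, autosomes and X only, a promoter within 1 kb on either side of a TSS, 50% reciprocal overlap, peaks within 50 kb of the TSS, a motif window of 200 bp, and the removal of promoter peaks. Added after seeing the data were the 10000 highest-scored peaks, sharing within 500 bp, and the counts of regions open in exactly 2 muscles.

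The computations were tested on simulated data. Of 1410 simulated regions, 470 were planted as shared and 470 were recovered. At 50% reciprocal overlap 294 were planted and 294 recovered. All planted pairs overlapped by construction, so these counts check the computation only. All 10 simulated lists of 20 changed genes passed percentile 97.5, and 6 of 100 unchanged lists fell outside the random range. The change planted in those 10 lists was large, so detection of smaller changes was not tested. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. Super-enhancer calls, browser tracks and histone data were not used here.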

Results

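ATAC-seq peaks were compared among EDL, Quad, Sol and Dia, 4 mouse muscles with different fibre composition, with 1 library each and no separate replicates analysed here. The lists held 30136 peaks in EDL, 40337 in Quad, 28784 in Sol and 21582 in Dia. The Quad list was the longest although its inferred depth, 78.1 M tags, was the lowest of the 4 libraries. The peaks covered 6.27 Mb in EDL, 7.58 Mb in Quad, 5.93 Mb in Sol and 5.01 Mb in Dia. Median scores lay between 6.53 in Quad and 7.45 in Dia, on the authors' scale.

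The first comparison asked where open chromatin lies relative to genes in each muscle. Promoters held 30.7% of the EDL peaks (95% Wilson interval 30.2% to 31.2%, 9259 peaks). The promoter share was 25.5% in Quad (25.1% to 25.9%, 10293 peaks), 31.9% in Sol (31.3% to 32.4%, 9173 peaks) and 41.3% in Dia (40.6% to 41.9%, 8908 peaks). Intragenic peaks made up 39.4% of the EDL list, 42.7% of Quad, 38.05% of Sol and 31.9% of Dia. Intergenic peaks accounted for 29.9%, 31.7%, 30.1% and 26.8% in the same order. The numbers of promoter peaks therefore spanned 8908 to 10293, while those of intragenic peaks spanned 6885 in Dia to 17239 in Quad.

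**Figure D1:**
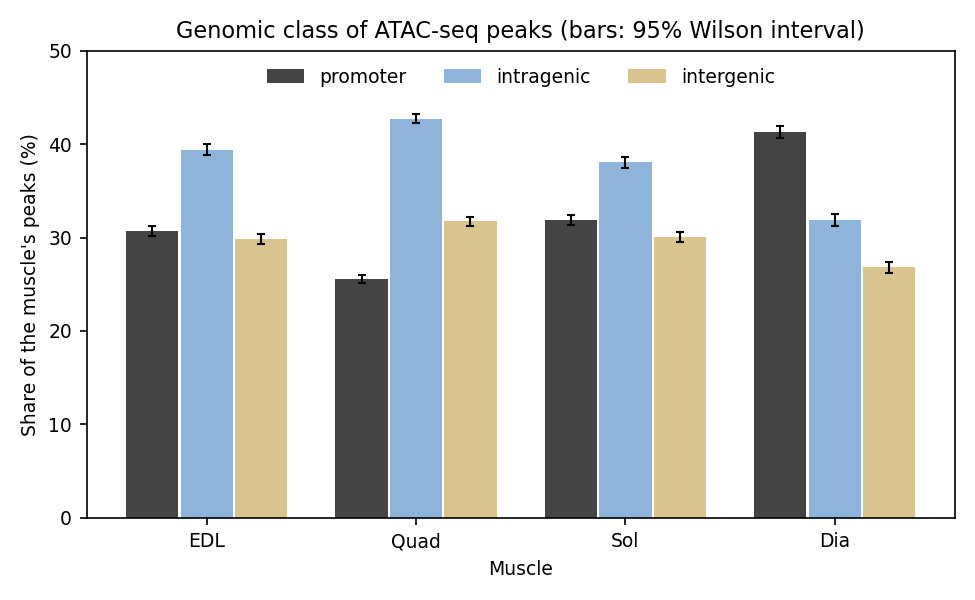
Share of each muscle's peaks (%) in promoter, intragenic and intergenic sequence, 1 library per muscle, with error bars for the 95% Wilson interval. The promoter share runs from 25.5% in Quad to 41.3% in Dia.

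The promoter share fell with peak rank in every list. Among peaks ranked 1 to 5000 by score it was 71.2% in EDL, 76.1% in Quad, 72.7% in Sol and 80.7% in Dia. At ranks 15001 to 20000 it was 19.3% in EDL, 19.2% in Quad, 19.9% in Sol and 13.7% in Dia. Among the settings fixed beforehand, the upper 50% of each list gave the largest single change, to 65.1% in Dia. With the 20000 highest-scored peaks of each list, the shares were 41.2% in EDL, 43.1% in Quad, 41.8% in Sol and 44.0% in Dia. Their range was 2.81 percentage points, against 15.8 percentage points for the whole lists. With 10000 peaks per list, a number chosen after seeing the data, the range was 9.78 percentage points, and Dia had the highest share at 67.5%.

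**Figure D2:**
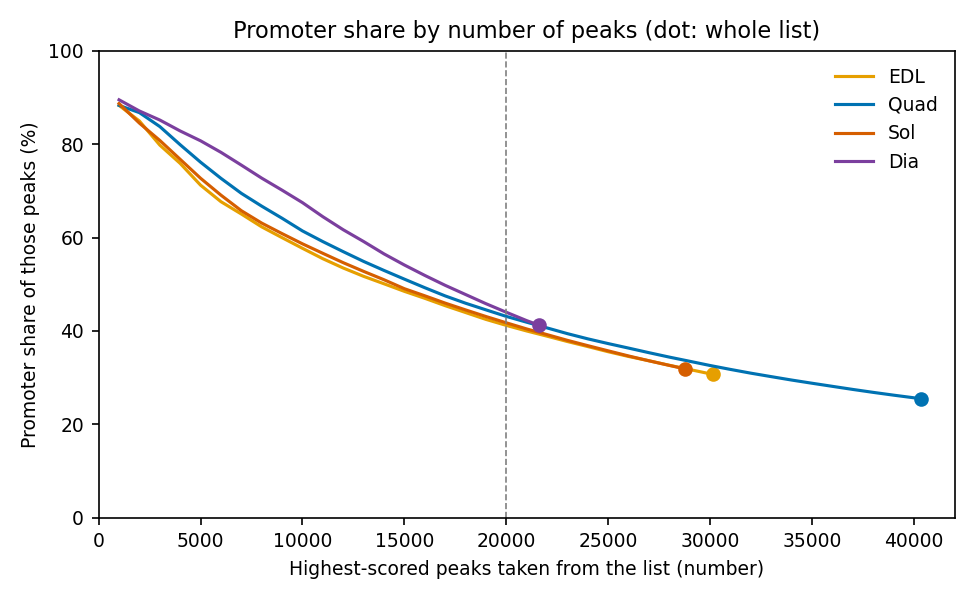
Promoter share (%) of the highest-scored peaks of each list against the number of peaks taken, with a dot at the whole list and a dashed line at 20000 peaks. All 4 curves fall as more peaks are taken and lie between 41.2% and 44.0% at 20000 peaks, with Dia above the others at 10000 peaks.

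The second comparison asked which muscles share open regions. The 4 lists merged into 53883 regions. Of these, 14497 regions, or 26.9% (26.5% to 27.3%), held a peak in all 4 muscles. Among pairs, EDL and Sol shared 52.7% of their merged regions (52.2% to 53.2%), and EDL and Quad shared 51.6% (51.1% to 52.1%). Sol and Dia shared 48.6%, EDL and Dia 46.7%, Quad and Sol 44.8%, and Quad and Dia 38.3%. Circular shifts of one list gave mean shares between 0.216% and 0.279%. At 50% reciprocal overlap the share of EDL and Quad fell to 39.9%, and that of EDL and Sol to 42.9%.

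List length entered these shares, since a pair of unequal lists cannot share all regions. When 20000 peaks were taken from each list, EDL and Quad shared the most, 61.8% (61.2% to 62.4%), followed by EDL and Sol at 58.8% (58.2% to 59.4%). Quad and Sol then shared 55.3%, Sol and Dia 54.5%, EDL and Dia 51.0%, and Quad and Dia 49.1%. The order of EDL and Quad against EDL and Sol thus changed with this alternative. Sol was the closest partner of Dia in both settings, whereas the closest partner of Sol was EDL in both.

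**Figure D3:**
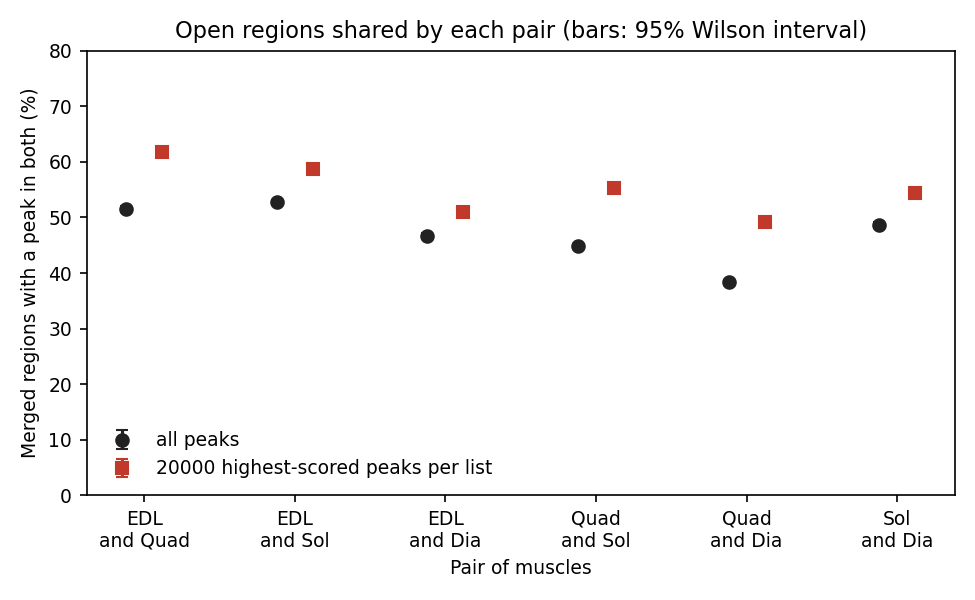
Share of merged regions (%) with a peak in both muscles for the 6 pairs, with all peaks (circles) and with 20000 peaks per list (squares), and 95% Wilson intervals mostly hidden by the symbols. EDL and Quad share 51.6% with all peaks and 61.8% with 20000 per list.

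Regions open in exactly 2 muscles were counted as well, a summary chosen after seeing the data. With all peaks, 4336 regions were open in EDL and Quad alone, 1980 in Quad and Sol, 1136 in EDL and Sol, 837 in Quad and Dia, 649 in Sol and Dia, and 432 in EDL and Dia. In lists of 20000 peaks, the 2 largest of these classes were EDL and Quad, with 1691 regions, and Sol and Dia, with 1112. The other 4 classes then held between 564 and 811 regions.

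Peaks found in no other list made up 30.3% of the Quad list (29.9% to 30.8%, 12228 peaks), 16.1% of Sol (15.7% to 16.6%, 4643 peaks) and 11.5% of Dia (11.1% to 11.9%, 2485 peaks), with 3617 of the 30136 peaks in EDL (11.6% to 12.4%). The order changed at 20000 peaks per list, where Dia had the highest share at 19.5%, against 12.7% in Quad, 12.7% in Sol and 10.2% in EDL. Muscle-only peaks had low scores. Their median score percentile within their own list was 18.8 in EDL, 23.4 in Quad, 16.1 in Sol and 16.7 in Dia.

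The highest-scored peaks found in no other list lay close to peaks of other lists. In EDL they were at the promoters of BC031361 (chromosome 16, 38089125 to 38089333), Abtb1 (chromosome 6, 88842009 to 88842217) and Ska2 (chromosome 11, 87109073 to 87109281). The gap to the nearest peak of another list was 3 bp, 16 bp and 93 bp, respectively. In Quad they were 2 intergenic peaks, nearest to Gm5458 (chromosome 14, 19416126 to 19416314, gap 256 bp) and Axin2 (chromosome 11, 109011590 to 109011778, gap 16 bp), and a peak in intron 2 of Cdk8 (chromosome 5, 146261195 to 146261383, gap 48 bp). The Sol peaks were at the promoters of Vkorc1l1 (chromosome 5, 129941759 to 129941965, gap 15 bp), Pknox1 (chromosome 17, 31564704 to 31564910, gap 119 bp) and Ptov1 (chromosome 7, 44869960 to 44870166, gap 40 bp). In Dia they were intergenic peaks nearest to Lrrc4c (chromosome 2, 98662606 to 98662838, gap 230 bp) and Mir101c (chromosome 9, 3000266 to 3000498, gap 36 bp), and the promoter of Leprot (chromosome 4, 101647108 to 101647340, gap 49 bp). Each of these 12 peaks thus had a peak of another list within 256 bp.

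The third comparison asked how similarly the shared peaks were ranked. Across the regions shared by a pair, Spearman's rho of the scores was 0.864 for EDL and Quad (23986 regions), 0.855 for EDL and Sol (20340), 0.851 for Sol and Dia (16464), 0.849 for Quad and Dia (17151), 0.843 for Quad and Sol (21385) and 0.833 for EDL and Dia (16465). The 6 values thus spanned a narrow range. They lay between 0.808 and 0.831 with 20000 peaks per list, and EDL and Sol and Quad and Dia were tied at the top.

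The fourth comparison asked whether open chromatin at fibre-type genes follows fibre composition. The 20 fast-fibre genes held 48 peaks in EDL, 65 in Quad, 40 in Sol and 22 in Dia. The 20 slow-fibre genes held 55, 69, 81 and 44 peaks in the same order, and Tnnc1 held none in any list. Between Quad and Sol, the fast list had 1.25 more peaks per gene in Quad and the slow list 0.60 fewer. The fast list's difference was at percentile 85.2 among matched random lists, inside their 95% range, and the slow list's at percentile 0, so the contrast with all peaks rested on the slow list. At equal list length the percentiles were 99.98 and 0. With all peaks, the contrast of 1.85 peaks per gene was at percentile 100 among 10000 matched random pairs of lists, whose mean was -0.32. For EDL and Sol the contrast was 1.7, also at percentile 100, with the fast list's own difference at percentile 85.1 and the slow list's at 0. With 20000 peaks per list, the fast list of this pair was at percentile 99.25 and the slow list at 0.02. The contrasts of EDL and Dia (0.75) and of Quad and Dia (0.90) were at percentiles 99.8 and 99.9. The pair of EDL and Quad (-0.15, percentile 20.7) and the pair of Sol and Dia (-0.95, percentile 5.83) stayed inside the random range, although the slow list alone, with 1.85 more peaks per gene in Sol than in Dia, was at percentile 99.8. With 20000 peaks per list the contrast of EDL and Quad was -0.85, at percentile 0.585, so Quad then stood on the faster side of EDL.

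Several slow-fibre genes contributed to the difference between Quad and Sol. Myh7 held 2 peaks in Sol and 0 in Quad, Myh7b 2 and 0, Csrp3 3 and 0, Myl3 3 and 1, Myl2 3 and 1, and Atp2a2 3 and 1. In the other direction, Fabp3 held 2 peaks in Sol and 6 in Quad, Lpl 8 and 11, and Ankrd2 2 and 4. Tnnt1 held 0 and 1, and Myh2, the type IIa myosin of this list, 1 and 2. Among fast-fibre genes, Actn3 held 2 peaks in Quad and 0 in Sol, Mybpc2 2 and 0, Eya1 7 and 3, and Tbx15 11 and 6.

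At the myosin heavy chain genes, the EDL and Quad lists held a promoter peak of Myh4 (chromosome 11, 67237619 to 67237827 in EDL and 67237676 to 67237864 in Quad), at score percentiles 84.3 and 76.4 of their lists. No such peak was listed in Sol or Dia, and the Sol list held a peak in exon 30 of Myh4 (67254669 to 67254875, percentile 17.6). Myh1 held 1 peak, in intron 9 in Quad (67204780 to 67204968). The peaks assigned to Myh2 lay upstream of the gene, in EDL at -17655 bp and -7258 bp from its TSS. Both were listed in EDL and Quad, the former alone in Sol and the latter alone in Dia, and none passed percentile 23.4 of its list. Myh7, on chromosome 14, had 2 peaks in Sol, at 55003840 to 55004046 and 55004650 to 55004856, which are intergenic and lie at -9317 bp and -10127 bp from its TSS. They were at percentiles 57.0 and 49.99. No other list had a peak assigned to Myh7, and the cardiac gene Myh6 had none in any list. The neighbouring Ngdn promoter held a peak in all 4 lists, at percentiles from 97.8 in Dia to 99.2 in Quad.

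**Figure D4:**
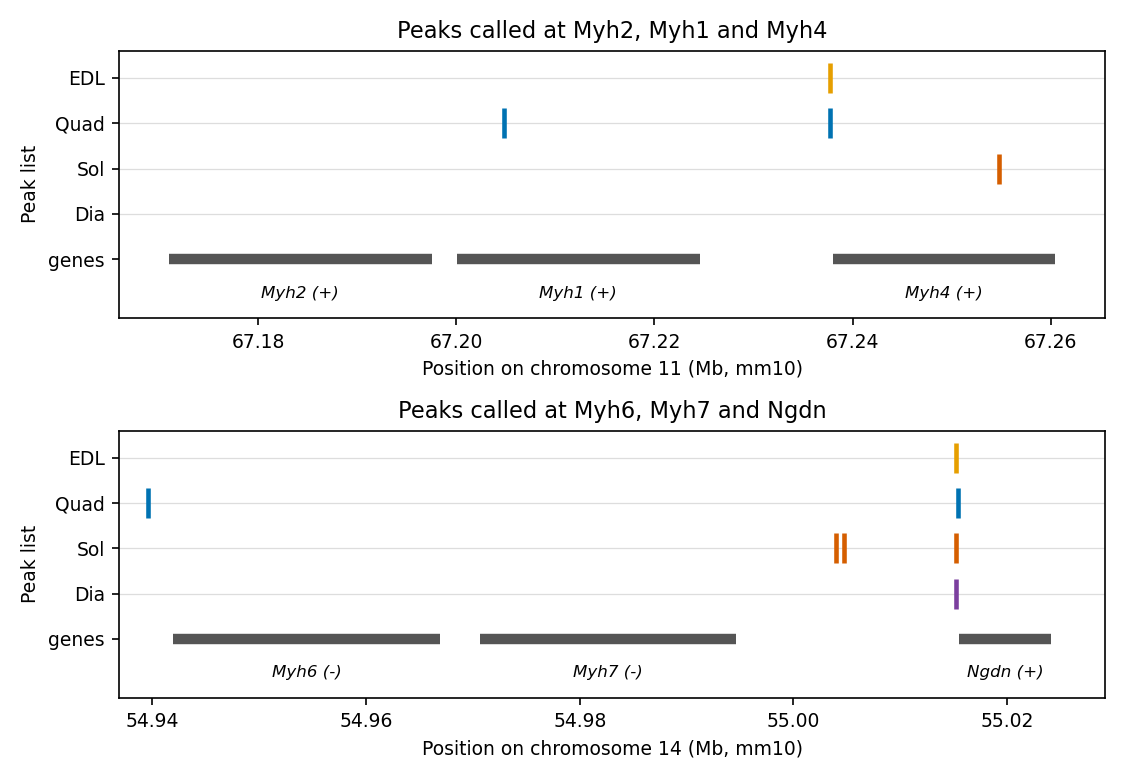
Peaks (vertical ticks, 1 row per muscle) and GENCODE gene bodies (grey bars, strand in brackets) along chromosome 11 at Myh2, Myh1 and Myh4 and along chromosome 14 at Myh6, Myh7 and Ngdn, in Mb of mm10. The Myh4 promoter peak is listed in EDL and Quad, 2 peaks upstream of Myh7 in Sol alone, and the Ngdn promoter peak in all 4 muscles.

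The promoter of the actin gene Acta1 on chromosome 8 held a peak in EDL (123894784 to 123894992), Quad (123894739 to 123894927) and Dia (123894723 to 123894955), and none was listed in Sol. A downstream peak, at 11586 bp from the TSS in EDL, was listed in all 4 muscles. Pvalb, a gene of fast fibres on chromosome 15, held 4 peaks in Quad, among them its promoter (78206425 to 78206613) and introns 1 and 4. The intron 1 peak was also listed in Sol and Dia, at percentiles 27.7 and 35.4 against 87.1 in Quad. An upstream peak, at -9076 bp from the TSS in Quad, was shared by the same 3 lists with the opposite order, at percentile 2.35 in Quad, 65.3 in Sol and 29.6 in Dia. EDL held 1 peak assigned to Pvalb, at -5215 bp from its TSS.

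Across all genes, 7840 had more peaks in Quad than in Sol and 2134 had fewer. These numbers were 2958 and 2994 with 20000 peaks per list. The largest differences towards Quad were at Rbfox1 (22 peaks in Quad and 5 in Sol), 9430078K24Rik (32 and 17), A330074K22Rik (19 and 7), Maf (21 and 9) and Marcks (16 and 4). At equal list length, 9430078K24Rik held 17 peaks in both and Marcks 4 in both, while Rbfox1 (6 and 3), A330074K22Rik (13 and 6) and Maf (8 and 2) still held more in Quad. The largest differences towards Sol were at Mir3961 (4 peaks in Quad and 10 in Sol), 2010111I01Rik (12 and 17), Papd7 (2 and 7), Thrb (6 and 11) and Adgrf1 (2 and 6). At equal list length all 5 held more peaks in Sol, with 1 in Quad and 6 in Sol at Thrb.

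The fifth comparison asked which sequence motifs distinguish Quad peaks without a Sol peak (18946) from Sol peaks without a Quad peak (7395). The MEF2 motif was present in 3.20% of Quad-only peaks (2.96% to 3.46%) and 5.58% of Sol-only peaks (5.08% to 6.13%). The difference was -2.38 percentage points (Newcombe interval -2.98 to -1.82), and the flanking background held 1.67% and 2.08%. NFAT was found in 17.6% of Quad-only and 22.5% of Sol-only peaks, a difference of -4.94 points (-6.04 to -3.85), with 16.8% and 18.2% in the flanks. ERR was present in 0.359% and 0.771% (difference -0.41, -0.65 to -0.21), with 0.544% and 0.365% in the flanks, so Quad-only peaks were below their background. The nuclear receptor (NR) motif was in 4.85% and 5.79% (difference -0.94, -1.57 to -0.34). The ERR site contains the NR site, so 68 of the 919 Quad-only and 57 of the 428 Sol-only peaks with NR also held ERR. The ERR and NR differences are therefore not separate results in any setting, and NR sites outside ERR sites were not counted apart. AP-1 was in 7.26% and 8.18% (difference -0.92, -1.66 to -0.21). Sol peaks are wider than Quad peaks, which gives a motif more room. In windows of 200 bp all these differences were smaller. They were -2.11 points for MEF2, -3.49 for NFAT, -0.36 for ERR and -0.60 for NR (-1.23 to -0.002), and the interval for AP-1 included 0. For the 20000 highest-scored peaks of each list the AP-1 difference was larger, -2.02 points (-3.01 to -1.03). Mean GC content was 52.4% in Quad-only and 52.0% in Sol-only peaks. It differed more with 20000 peaks per list, at 56.4% and 53.97%, where promoters made up 20.5% and 15.7% of these peaks.

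**Figure D5:**
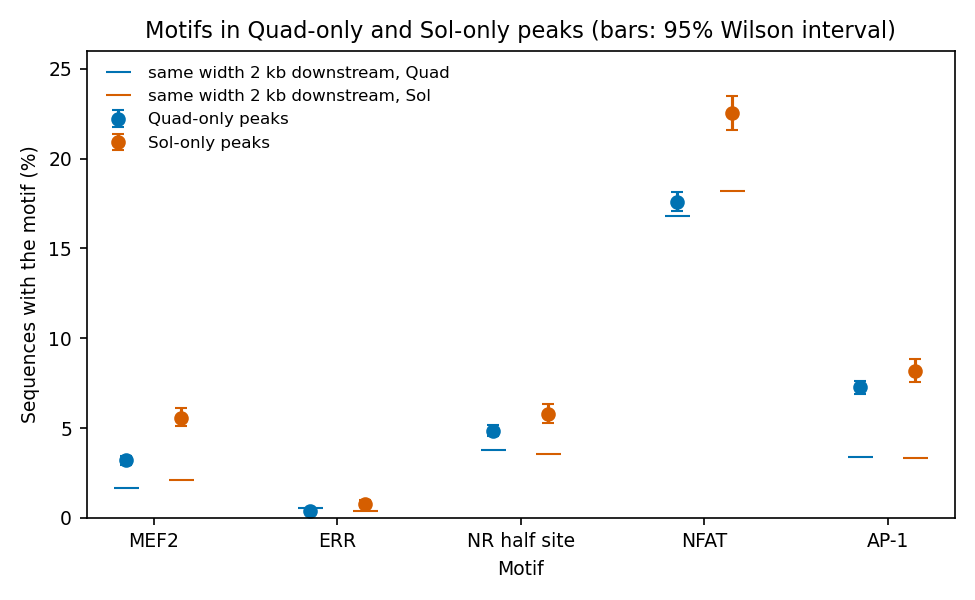
Share of sequences (%) with each of 5 motifs in Quad-only and Sol-only peaks (dots with 95% Wilson intervals) and in sequence of the same width 2 kb downstream (dashes). MEF2 is in 3.20% of Quad-only and 5.58% of Sol-only peaks, and NFAT in 17.6% and 22.5%.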

Values the study reported

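The study reported over 20,000 ATAC-seq peaks in every muscle. Promoters held 25%–41% of them. Spearman coefficients between muscles exceeded 0.75, and the closest profiles were those of EDL with Quad and of Sol with Dia. Those coefficients came with a hierarchical clustering of the ATAC-seq profiles. The ones computed here used peak scores only at regions listed in both muscles of a pair, so the values are not directly comparable.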

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

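Limiting results to autosomes and X moved none of the 15 results tried, since 21 to 28 peaks per list lie elsewhere. This and the other settings were planned before the data were examined, except sharing within 500 bp, the 10000 highest-scored peaks, and the alternatives for regions open in exactly 2 muscles, which were chosen after seeing the data. No paired analysis was possible because 1 library per muscle was analysed.

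With 20000 peaks per list, the promoter shares were 41.2% in EDL, 43.1% in Quad, 41.8% in Sol and 44.0% in Dia. Shared regions came to 61.8% for EDL and Quad, 58.8% for EDL and Sol, 51.0% for EDL and Dia, 55.3% for Quad and Sol, 49.1% for Quad and Dia, and 54.5% for Sol and Dia. The share open in all muscles was 35.3%. Peaks in no other list were 10.2% of EDL, 12.7% of Quad, 12.7% of Sol and 19.5% of Dia. Spearman coefficients were 0.827 for EDL and Quad, 0.831 for EDL and Sol, 0.808 for EDL and Dia, 0.823 for Quad and Sol, 0.831 for Quad and Dia, and 0.829 for Sol and Dia. Regions open in exactly 2 muscles numbered 1691 for EDL and Quad, 603 for Quad and Sol, and 1112 for Sol and Dia. The order of muscles changed for the promoter share (EDL lowest instead of Quad), the pair sharing and the muscle-only share. The fast minus slow contrast of EDL and Quad reached -0.85 and left the random range, and the ERR difference shrank to -0.23 points, with an interval that included 0.

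With the upper 50% of each list, the promoter shares rose to 48.4% in EDL, 42.9% in Quad, 50.2% in Sol and 65.1% in Dia, in the same order as for the whole lists. Shared regions were 58.9% for EDL and Quad, 61.3% for EDL and Sol, 54.7% for EDL and Dia, 53.5% for Quad and Sol, 45.9% for Quad and Dia, and 58.1% for Sol and Dia, and 35.1% were open in all muscles. Peaks in no other list fell to 7.35% in EDL, 24.9% in Quad, 9.75% in Sol and 4.02% in Dia. This setting keeps the lists' unequal lengths, and the setting with equal lengths changed the order, so the order depends in part on list length. With 10000 peaks per list, the promoter shares were 57.7% in EDL, 61.4% in Quad, 58.7% in Sol and 67.5% in Dia.

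A promoter within 1 kb on either side gave 34.6% in EDL, 29.7% in Quad, 36.04% in Sol and 46.1% in Dia.

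At 50% reciprocal overlap, shared regions fell to 39.9% for EDL and Quad, 42.9% for EDL and Sol, 37.8% for EDL and Dia, 34.9% for Quad and Sol, 29.6% for Quad and Dia, and 38.6% for Sol and Dia, with 19.8% open in all muscles. Peaks in no other list rose to 18.3% in EDL, 36.6% in Quad, 21.5% in Sol and 17.3% in Dia. Spearman coefficients were 0.870, 0.862, 0.840, 0.850, 0.858 and 0.861 in the order of pairs above, and 746 regions were open in EDL and Dia alone. When peaks within 500 bp counted as shared, the pairs gave 57.0%, 57.1%, 50.8%, 49.7%, 42.3% and 52.5% in that order, and 30.5% were open in all muscles. Peaks in no other list were then 9.58% of EDL, 26.4% of Quad, 13.9% of Sol and 9.79% of Dia.

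Counting only peaks within 50 kb of the TSS left all 6 fast minus slow contrasts on their side of the random range, some of them narrowly. EDL and Dia moved to 0.45, at percentile 97.6, and Sol and Dia to -0.8, at percentile 3.245. Leaving out promoter peaks left the intervals of all 5 motif differences below 0. In windows of 200 bp the AP-1 difference shrank to -0.47 points, with an interval that included 0, whereas with 20000 peaks per list it grew to -2.02 points. That window sets the same width for both lists, and the AP-1 share rose to 7.51% in Quad-only and fell to 7.98% in Sol-only peaks, so peak width accounts for this change. The cause of the changes in the motif differences with 20000 peaks per list was not tested. With 1 library per muscle, the spread between animals is unknown, and no difference between muscles could be set against it.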

Other observations

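The tests on the number of Quad peaks, on the highest-scored peaks, on the gaps between lists and on 10000 peaks per list were chosen only after those results were seen.

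The Dia list, the shortest, had the highest promoter share. If list length were the reason, the range of shares over the 4 muscles would shrink to under 50% of its size once list lengths were equal. With 20000 peaks per list the range was 17.8% of that for the whole lists. With 10000 per list it was 62.1%, so list length alone does not account for the order at the top of the lists, where Dia stayed highest. Because 20000 peaks are nearly the whole Dia list, the agreement at that number may reflect where the Dia list ends. Part of the published range of promoter shares may therefore follow from how many peaks passed the threshold. A difference in fibre or cell composition of the diaphragm remains open.

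Many peaks were found in 1 list only. Their median score percentile within their own list was at most 23.4, in Quad, where a random draw gives 50, which is consistent with many of them lying near the calling threshold. Such peaks can be absent from another list through a small difference in signal, and without replicates they cannot be told apart from muscle-specific sites.

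High-scored peaks found in 1 list were a different case. All 12 named in the report lay within 256 bp of a peak of another list. Among muscle-only peaks above the median score of their list, 35.97% (1095 of 3044) lay within 500 bp of a peak of another list, less than the 50% set as the criterion, against 10.96% of those at or below the median. The share was 31.9% in Quad, which supplied 1922 of the 3044 peaks, 32.6% in Sol, 48.4% in EDL and 56.3% in Dia. Among the 43 in the top 5% of their list, 39 did. These 43 include the 12 named peaks that prompted the test, and no chance level for this distance is given. Displaced centres of fixed-width peaks thus remain a possible explanation for the strongest muscle-only peaks, not a tested one. Above the median, over 50% of the peaks lay within 500 bp of another list's peak in Dia alone. A check of the nearest peak before a site is called muscle-specific is a candidate for follow-up.

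The Quad list held the most peaks. Depth went the other way, since the inferred tags of the Quad library were 76.1% of the mean of the other 3. A lower threshold was tested as well. At the highest of the 4 list minimums of the score, Quad kept 40092 peaks, against 30028 in EDL. At 36 inferred tags, the highest minimum in tags, Quad kept 32497, against 30125 in EDL. The excess of Quad over EDL was thus smaller at equal tags, a limit that is stricter in a library with fewer tags, and nearly unchanged at equal score. Quad had the most peaks under both limits, so a lower threshold does not account for all of the excess. Peaks held an estimated 3.43% of the Quad tags, 2.62% in EDL, 2.52% in Sol and 1.999% in Dia, over 7.58 Mb, 6.27 Mb, 5.93 Mb and 5.01 Mb, with mean scores of 8.50, 8.70, 8.77 and 9.26. A better signal-to-noise ratio of the Quad library is a candidate explanation that was not tested.

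The same regions held the highest scores in all 4 lists. The 10 highest-scored peaks of the lists on assembled chromosomes fell into 16 regions, and 5 of them were in the top 10 of every list. The highest peak of each list was intergenic on chromosome 2, distant from any annotated TSS with Lrrc4c as the nearest gene, and in Quad it spanned 98667067 to 98667255. Of the 40 peaks, 1 had at least 50% of its 21-mers in the mitochondrial genome, so nuclear copies of mitochondrial DNA are an unlikely source. The median soft-masked share of the 10 peaks was 48.3% in EDL, 50.8% in Quad, 17.4% in Sol and 36.7% in Dia, against 0% for all peaks of each list. The lowest of the 4 percentiles among random draws of 10 peaks was 99.9. Repeat sequence, where reads from many copies can pile up, is thus a candidate explanation for several of these regions, though in every list at most 5 of the 10 peaks were mostly masked. The muscle-only Dia peak nearest to Lrrc4c (98662606 to 98662838) was also among these 40 peaks, at rank 3, and was 44.2% masked. The neighbouring peaks were 64.1% masked in EDL, 65.6% in Quad and 64.3% in Sol. Repeat sequence is thus a candidate for this muscle-only peak too, beside displaced centres.

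Genes of hindlimb position were chosen beforehand to test for the origin of the muscles, since Dia is a trunk muscle. Of 15 such genes, 8 had a peak in any list, and the list held 13 peaks in EDL, 10 in Quad, 7 in Sol and 3 in Dia. The excess of the hindlimb muscles over Dia was at percentile 97.1 among matched random lists, inside the 95% range of the random lists, and at 95.2 with 20000 peaks per list. An effect of origin was therefore not shown, and because the contrast was already inside the random range, the second value cannot tell whether the shorter Dia list matters. Genes of mesothelium, the layer that covers the diaphragm, gave no excess in Dia over the mean of the other lists with all peaks. Of 13 genes, 8 had a peak in any list, with 2 peaks in EDL, 8 in Quad, 5 in Sol and 5 in Dia, and the contrast was at percentile 90.3. At 20000 peaks per list Dia had 0.256 more peaks per gene, at percentile 96.6, still inside the 95% range, with 4 genes holding a peak. Mesothelial cells in the Dia sample were not shown by this list, and not excluded.

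Near Myh2, the lists do not separate the muscles. The upstream peaks were listed in EDL and Quad as well as in Sol or Dia, all at low scores. The study describes openness near this gene in Sol and Dia from browser tracks, which were not used here.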
